# RBM47 functions as an anti-oncogene by regulating expression and alternative splicing of cell proliferation and apoptosis associated genes in colorectal cancer cells

**DOI:** 10.1038/s41598-025-05151-5

**Published:** 2025-07-22

**Authors:** Guangshi Liu, Tao Li, Peng Li, Suyan Wei, Kamuran Abulizi

**Keywords:** RBM47, CRC, Alternative splicing, RNA-seq, Anti-tumor, Cancer genetics, Tumour-suppressor proteins

## Abstract

Transcriptional and post-transcriptional regulation mediated by RNA binding proteins (RBPs) have essential influence on the progression of colorectal cancer (CRC), while the underlying mechanisms need to be clarified. In this study, we focused on RBP-RBM47 and overexpressed its expression in HCT116 cells to evaluate its influence on cellular phenotypes and performed transcriptome sequencing (RNA-seq) to identify the downstream targets. After RBM47 overexpression (RBM47-OE), we found the proliferation level was decreased while apoptosis level was increased. Meanwhile, the invasion and migration ability of HCT116 was also significantly inhibited by RBM47-OE. We identified 216 up and 97 down differentially expressed genes (DEGs) by RBM47-OE, and found they were significantly enriched in immune response, apoptosis, TNF signaling, and autophagy pathways. RBM47-OE can also regulate the splicing pattern of 2541 alternative splicing (AS) events. The regulated AS genes were enriched in cell cycle, DNA damage and repair, mRNA splicing, and cell division associated pathways. To validate the regulation on gene expression and AS, we selected several DEGs and AS events to perform RT-qPCR experiment. The results showed that the expression level of *CASP3*, *CCN1*, and *ATF5*, and the splicing pattern of *CD44* and *MDM2*, were significantly regulated by RBM47-OE in HCT116 cells. In summary, our results demonstrated the anti-tumor function and the globally downstream targets of RBM47 in CRC cells. We extend the cellular and molecular cognition of RBM47 in tumor. The identified molecular targets can also be served as potential targets for CRC treatment in future.

**Supplementary Information:**

The online version contains supplementary material available at 10.1038/s41598-025-05151-5.

## Introduction

Colorectal cancer (CRC) has emerged as one of the most malignant tumors that seriously affect the life quality and survival time of patients, ranking the third and second for morbidity and mortality of all cancer types, respectively^1^. At present, the treatment of colorectal cancer is mainly a comprehensive treatment consisting of surgical procedures and traditional radiotherapy and chemotherapy. However, it has many adverse reactions, long recovery time, and certain limitations. In addition, among newly diagnosed colorectal cancer patients, 20% of them have already metastasized^2,3^. Recently studies demonstrated the important roles of post-transcriptional (PT) regulation in the progression of cancers^4^. As the key regulators of PT regulation, RNA binding proteins (RBPs) coordinately regulate the biogenesis, progression, translation, and degradation of RNAs, thus participating in the development of multiple kinds of cancers^5^including CRC^6,7^. For example, ZMAT3, an RBP induced by p53, binds to the precursor RNA and represses oncogenic isoform of CD44 to inhibit growth of CRC cells^8^. Two RNA-binding motif proteins, RBM24 and RBM38, can bind to the 3’ untranslated region of PTEN to stabilize its expression, thus inhibiting tumorigenesis and progression of CRC, respectively^9,10^. Meanwhile, the functions and molecular mechanisms of most RBPs are largely unknown in CRC.

Recently, we focused on another RBP, RBM47, in CRC. One recent study has summarized the functions of RBM47 in vertebrate development and cancers by post-transcriptional regulation^11^. Meanwhile, RBM47 can also drive the cell fate decisions by regulating p53-p21 axis at transcriptional level^12^ indicating its multifaceted regulatory functions. In cancers, RBM47 has been recognized as a tumor suppressor in multiple tumor types, including breast cancer^13^ non-small cell lung carcinoma^14^ papillary thyroid carcinoma^15^ and hepatocellular carcinoma^16^. It is also reported that RBM47 can promote tumorigenesis of nasopharyngeal carcinoma through both transcriptional and post-transcriptional regulations by cooperating with hnRNPM^17^. In CRC, RBM47 knockdown has also been reported to promote cell migration, invasion and metastases formation in cancer cell lines^18^. RBM47 can also regulate intestinal injury and tumorigenesis of CRC by modifying proliferation, inflammation, and tumorigenic pathways^19^. In summary, these results demonstrate the important roles of RBM47 in inhibiting cancer progression, while the underlying mechanism are not well investigated.

In this study, to better understand how RBM47 regulates the biological processes of CRC cells, we enhanced the expression of RBM47 by transfecting the exogenous RBM47 plasmid in HCT116 cells and performing following experiments to decipher the function and regulatory mechanisms of RBM47. Cellular proliferation and apoptosis experiments were conducted to assess the influence of RBM47 on cell growth, and migration and invasion experiments showed the impact of RBM47 on cell metastasis. More importantly, we performed RNA-seq analysis to illustrate the underlying mechanism and downstream targets of RBM47 in HCT116 cells, including the differentially expressed genes and alternative splicing events. In summary, our study highlights the anti-cancer function of RBM47 in HCT116 cells, as well as the potential molecular targets, especially for the alternative splicing events and genes, regulated by RBM47. Our results extend the understanding of RBM47 function in cancer cells, and the identified molecular targets can be served as potential therapeutic targets for CRC in future.

## Materials and methods

### Cell culture and transfections

We selected the widely used human colorectal cancer HCT116 cell line as research object. The HCT116 cells (Procell, Wuhan, China) were validated by the short tandem repeat (STR) method, and cultured at 37℃ with 5% CO_2_ in McCoy’s 5 A with 10% fetal bovine serum (FBS), 100 µg/mL streptomycin, 100 U/mL penicillin. The RBM47 transcript NM_019027 was inserted into pIRES-hrGFP-1a plasmid, which was transfected into HCT116 cells by Lipofectamine 2000 (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s protocol. The transfected cells were cultured for 48 h for downstream experiments.

For Actinomycin D (ActD) treatment, after 48 h of transfection with RBM47 and control plasmids, the culture medium was removed and replaced with a medium containing 0.1 nM ActD (HY-17559, MCE). After continuing to culture for 48 h, the cells were collected.

### Cell proliferation assay

The cell proliferation assay was performed using the cell counting kit-8 (CCK-8, CK04, Dojindo, Japan) with 0.5*10^5^ cells as input according to the published procedure^20^. Subsequently, the optical density of the cells was measured with a microplate reader (ELX800, Biotek, USA) at an absorbance of 450 nm to calculate the cell proliferation rate.

### Flow cytometric analysis of cell apoptosis

The Annexin V-FITC/PI cell apoptosis detection kit (40302ES60, Yeasen Biotechnology, China) was used for apoptosis experiment with 1.4*10^5^ cells as input. The cells were mixed with 5 µl Annexin V-FITC incubated at room temperature in the dark for 5 min and 10 µl PI reagents incubated for 5 min as described above respectively. Then the samples were subjected to flow cytometry (FACSCanto, BD, USA) analysis to detect cell apoptosis levels.

### Cell migration assay

In vitro migration assays were performed using transwell chambers (3422, Corning, USA). 3*10^5^ HCT116 cells in 0.2 ml serum-free medium were added to the transwell chambers with 8 μm filter, then the chambers inserted in medium with 600ul 10% FBS (10091148, Gibco, China) served as a chemoattractant in the lower chamber, and incubated for 48 h at 37℃ and 5% CO_2_. Cells remaining on the upper membrane surface of the inserts were then removed with a cotton swab, and the total number of cells that migrated into the lower chamber were fixed by 4% paraformaldehyde (P0099, Beyotime, China) for 10 min, then stained with 0.1% crystal violet (C0121, Beyotime, China). The migration cells were observed and counted under inverted microscope (MF52-N, Mshot, China) at 200× magnification.

### Cell invasion assay

In vitro invasion assays were performed using transwell chambers (3422, Corning, USA). The transwell chambers with 8 μm filter and precoated with a thin layer of Matrigel (356234, BD Biosciences, USA), diluted for 1:8 using serum-free medium, 100 µl diluted matrigel in chambers was incubated for 1 h at 37℃ and 5% CO_2_ and removed unsolidified supernatant. 3 × 10^5^ HCT116 cells in 0.2 ml serum-free medium were added to the inserts, then the transwell chambers inserted in medium with 600 µl 10% FBS (10091148, Gibco, China) served as a chemoattractant in the lower chamber, and incubated for 48 h at 37℃ and 5% CO_2_. Cells remaining on the upper membrane surface of the inserts were then removed with a cotton swab, and the total number of cells that invaded into the lower chamber were fixed by 4% paraformaldehyde (P0099, Beyotime, China) for 10 min, then stained with 0.1% crystal violet (C0121, Beyotime, China). The invasion cells were observed and counted under inverted microscope (MF52-N, Mshot, China) at 200× magnification.

### RNA extraction and sequencing

Total RNAs were extracted from HCT116 cells using TRIzol Reagent (Invitrogen, cat. NO 15596026)following the published method^21^. DNA digestion was carried out after RNA extraction by DNaseI. RNA quality was determined by examining A260/A280 with NanodropTM OneCspectrophotometer (Thermo Fisher Scientific Inc). RNA Integrity was confirmed by 1.5% agarose gel electrophoresis. Qualified RNAs were finally quantified by Qubit3.0 with QubitTM RNA Broad Range Assay kit (Life Technologies, Q10210).

We used 2 µg total RNAs for stranded RNA sequencing library preparation using KCTM Stranded mRNA Library Prep Kit for Illumina (Catalog NO. DR08402, Wuhan Seqhealth Co., Ltd. China) following the manufacturer’s instruction. PCR products corresponding to 200–500 bps were enriched, quantified and finally sequenced on Novaseq 6000 sequencer (Illumina) with PE150 model.

### RNA-Seq raw data clean and alignment

Raw reads containing more than 2-N bases were first discarded. Then adaptors and low-quality bases were trimmed from raw sequencing reads using FASTX-Toolkit (Version 0.0.13). The short reads less than 16nt were also dropped. After that, clean reads were aligned to the human GRCh38 genome by HISAT2^22^ allowing 4 mismatches. Uniquely mapped reads were used for gene reads number counting and fragments per kilobase of transcript per million fragments mapped (FPKM) calculation^23^. The statistical power of this experimental design, calculated in RNASeqPower is 1.

### Differentially expressed genes (DEG) analysis

The R Bioconductor package DESeq2^24^ was utilized to screen out the differentially expressed genes (DEGs). The thresholds *P*-value < 0.01 and fold change > 1.5 were set as the cut-off criteria for identifying DEGs.

### Alternative splicing analysis

The alternative splicing events (ASEs) and regulated alternative splicing events (RASEs) between the samples were defined and quantified by using the ABLas pipeline as described previously^25,26^. In brief, ABLas detection of ten types of ASEs was based on the splice junction reads, including exon skipping (ES), alternative 5’ splice site(A5SS), alternative 3’splice site(A3SS), mutually exclusive exons (MXE), mutually exclusive 5’UTRs (5pMXE), mutually exclusive 3’UTRs (3pMXE), cassette exon, A3SS&ES, and A5SS&ES.

To assess RBP regulated ASE, Student’s t-test was performed to evaluate the significance of the ratio alteration of AS events. Those events which were significant at P-value cutoff corresponding to a false discovery rate cutoff of 5% were considered RBP regulated ASEs.

### Functional enrichment analysis

To sort out functional categories of DEGs, Gene Ontology (GO) terms and KEGG pathways were identified using KOBAS 2.0 server^27^. Hyper geometric test and Benjamini-Hochberg FDR controlling procedure were used to define the enrichment of each term.

### Statistical analysis

For statistical analysis, error bars represent mean ± SEM. Unpaired and two-tail Student’s *t*-test was used to analyze the statistical difference between two groups.

## Results

### RBM47 acts as a tumor suppressor in CRC patients and HCT116 cell line

Previous study has demonstrated that RBM47 knockdown can promote cell migration, invasion and metastases formation of CRC cell lines^18^ while the underlying mechanism is largely unknown. By investigating the cancer genome atlas (TCGA) dataset of colon adenocarcinoma (COAD) patients, we found RBM47 was significantly downregulated in tumor samples compared with adjacent normal samples (Fig. 1A). At the same time, higher expression level of RBM47 in COAD patients was associated with better overall survival time compared with patients with lower RBM47 level (Fig. 1B). To further confirm the cellular functions of RBM47, we performed RBM47 overexpression (RBM47-OE) because of the low expression level of RBM47 in HCT116 cell line. Both RT-qPCR and western blot experiments confirmed the successful overexpression of RBM47 in HCT116 cells (Fig. 1C-D, Figure S1A-B). Then we explored the cellular functions of RBM47-OE by checking its influence on cell proliferation and apoptosis. The results demonstrated that RBM47-OE significantly inhibited the proliferation level of HCT116 cells at 48 and 72 h (Fig. 1E), while RBM47-OE significantly promoted the apoptosis level of HCT116 cells (Fig. 1F, Figure S1C). Then we performed cell invasion and migration experiments, and found that RBM47-OE significantly decreased the abilities of cell invasion (Fig. 1G) and migration (Fig. 1H) of HCT116 cells. These results were complementary to previous conclusion and further confirmed the tumor-suppressing function of RBM47 in CRC cell line.

**Fig. 1:**
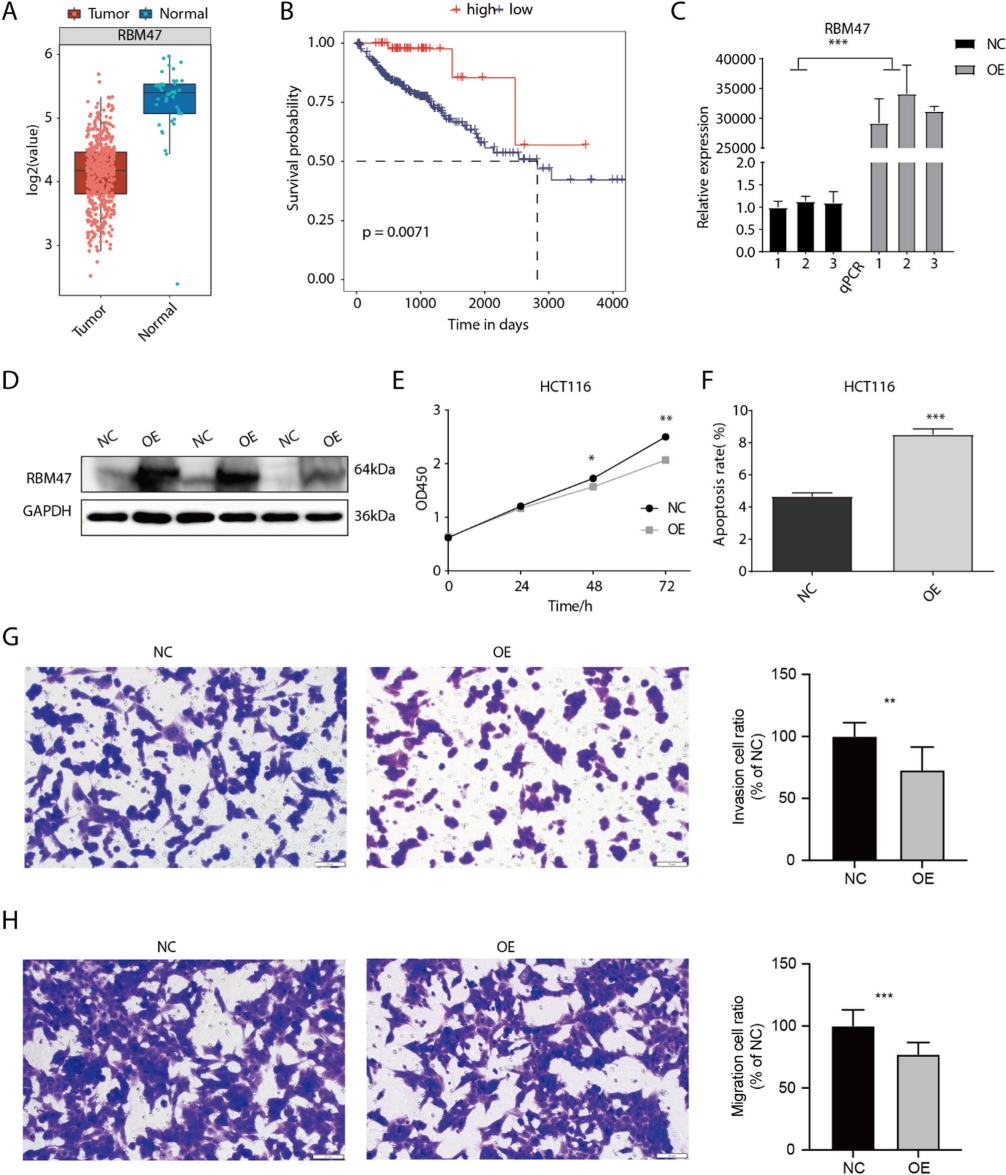
RBM47 functions as a tumor suppressor in colorectal cancer. (A) Box plot showing the expression level of RBM47 in tumor and adjacent normal tissues of COAD patients from TCGA. (B) The survival curve of RBM47 in colorectal cancer in TCGA. (C) The histogram showed the RT-qPCR results of control and treatment samples. *** *P*-value < 0.001. (D) The result of western blot experiment showed that the RBM47 over expression was successful. (E) The proliferation results of HTC116 after RBM47 overexpression. * *P*-value < 0.05; ** *P*-value < 0.01. (F) The apoptosis results of HTC116 after RBM47 overexpression. *** *P*-value < 0.001. (G) The invasion results of HCT116 cells after RBM47 overexpression. ** *P*-value < 0.01. (H) The migration results of HCT116 cells after RBM47 overexpression. *** *P*-value < 0.001.

### RBM47-OE globally modulated the transcriptome profile of HCT116 cells

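Poly(A) RNA of HCT116 cells, a human colorectal carcinoma line, was sequenced 48 h after transfection with a plasmid carrying the RBM47 transcript (RBM47-OE) or with a control plasmid (NC), with 3 libraries in each group. An overexpression plasmid is transcribed from its own promoter, so reads on RBM47 come from the plasmid as well as from the cells' own gene. The methods name a pIRES-hrGFP-1a plasmid, McCoy's 5A medium and a KC stranded library kit, whereas the sample labels name a pcDNA3.1 plasmid with a Flag tag, DMEM and a NEBNext directional kit. The authors trimmed the reads, aligned them to GRCh38 with HISAT2, and deposited 2 tables. The first gives the uniquely mapped reads counted on each of 28491 genes, without normalization. The second gives FPKM, the fragments on a gene divided by the gene's length and by the fragments mapped in the library, for 28244 of these genes. The paper's text does not name the counting tool, the annotation release or whether strand was used in counting. The NC libraries held 26792409, 35477983 and 29386246 counts on genes in replicates 1, 2 and 3, and the RBM47-OE libraries held 32954907, 30568661 and 28670353.

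The counts were tested with edgeR's quasi-likelihood test after TMM normalization, with the condition as the only term, on the 16260 genes that passed edgeR's filter on low counts. P-values were adjusted by the Benjamini-Hochberg method. The libraries differed in how gene levels followed the GC content of the exons. Over the 16229 tested genes with exons in GENCODE 44, Spearman's rho across genes between exonic GC content and the log2 difference from the NC libraries was -0.41, -0.59 and -0.67 for RBM47-OE replicates 1, 2 and 3. For each NC library against the other 2, rho was -0.16, 0.13 and 0.04. Genes are not independent replicates, so no p-value was attached to these values. Of 10 bins of genes by GC content, the lowest, with a median GC content of 37.4%, had a median log2 difference of 0.20, 0.43 and 0.47 in the RBM47-OE replicates. In the highest bin, with a median GC content of 64.0%, the difference was -0.12, -0.27 and -0.31. A second fit removed each library's trend with GC content as an offset (the GC offset), and its values are given where they change a result. The offset takes out every change that follows GC content, whatever its origin.

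**Figure D1:**
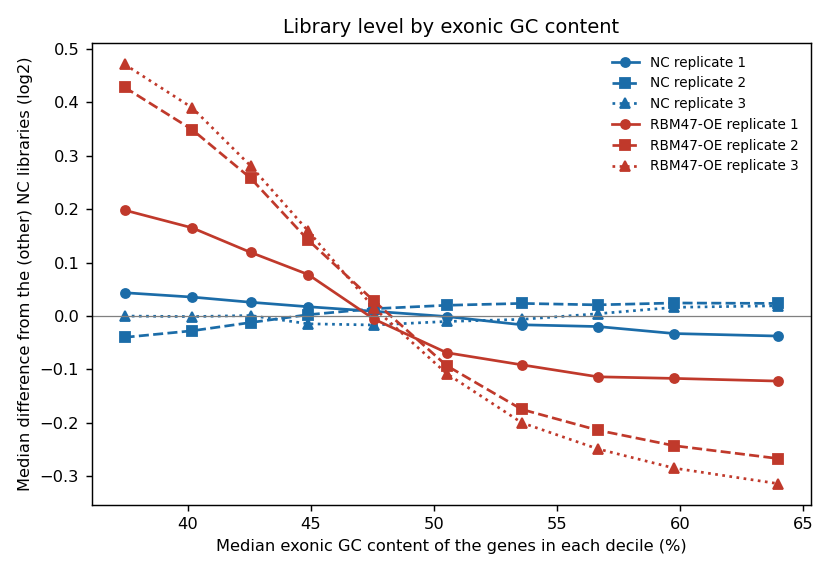
Median log2 difference of each library from the NC libraries (y axis) for genes grouped into 10 bins of equal size by exonic GC content (x axis, median GC of the bin in %), with each NC library set against the other 2. The NC libraries lie between -0.04 and 0.04, whereas the RBM47-OE libraries run from 0.20, 0.43 and 0.47 in the bin with the lowest GC content to -0.12, -0.27 and -0.31 in the bin with the highest.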

To further explore how RBM47 modulates the cellular phenotypes of HCT116 cells, we performed global RNA-seq analysis and identified the transcriptome difference between RBM47-OE vs. NC samples. After calculating the FPKM values of expressed genes, we found that RBM47 expression was also significantly increased in OE samples (Fig. 2A), confirmed the detection by RT-qPCR. 

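RBM47 (ENSG00000163694) lies on the minus strand of chromosome 4 of GRCh38 from 40423267 to 40630875. Its FPKM was 1.91, 2.33 and 1.94 in NC replicates 1, 2 and 3, and 131.3, 130.4 and 127.0 in RBM47-OE replicates 1, 2 and 3. The means were 2.06 ± 0.234 (SD, n = 3) and 129.6 ± 2.25 (SD, n = 3). In the NC libraries, where 501, 797 and 552 reads were counted on the gene, RBM47 stood above 46.4% of the 16370 protein-coding genes of the FPKM table. In the RBM47-OE libraries it stood above 98.6% and took 0.125% of all counts. The log2 fold change was 5.90 (standard error 0.096, adjusted p = 1.7e-25 from edgeR's quasi-likelihood test). All 3 RBM47-OE libraries lay above all 3 NC libraries, for which an exact two-sided permutation test gives p = 0.10, the smallest value that 3 libraries against 3 allow. With each library left out in turn the log2 fold change stayed between 5.85 and 6.00. The setting that moved it most was limma on log2(FPKM + 1) values, which gave 5.42.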

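Principal component analysis was run on the deposited FPKM values of the 28240 genes that varied between the libraries, with each gene scaled to unit variance. The first component held 38.3% of the variance, the second 17.2% and the third 16.4%. On the first component the NC libraries scored -80.6, -97.1 and -87.6 for replicates 1, 2 and 3. RBM47-OE replicates 2 and 3 scored 126.4 and 118.5, and replicate 1 scored 20.4, which placed it between them and the NC libraries. On the second component RBM47-OE replicates 2 and 3 lay at opposite ends, at -81.4 and 112.1. Restricting the analysis to the 11570 genes with a mean FPKM of at least 1 moved the share of the first component most, to 59.4%. Across these genes the loadings on the first component of log2(FPKM + 1) values had a Spearman's rho of -0.75 with exonic GC content.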

Principal component analysis (PCA) for all detected genes demonstrated the clear separation between RBM47-OE and NC samples at the first component (Fig. 2B), indicating that RBM47 can globally modulate the transcriptome profile of HCT116 cells. Thus, we predicted the differentially expressed genes (DEGs) using fold change > 1.5 and *p*-value < 0.01 as thresholds, and finally obtained 216 up and 97 down DEGs (Fig. 2C). 

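With edgeR's quasi-likelihood test, 245 genes were higher and 142 were lower in RBM47-OE at the study's thresholds, an unadjusted p-value under 0.01 and a fold change over 1.5. Of all 16260 genes tested, 5161 had an unadjusted p-value under 0.01 without a limit on the fold change, where chance alone would give 163. After Benjamini-Hochberg adjustment, 3100 genes were higher and 2740 lower at an adjusted p-value under 0.05, and all 387 DEGs had an adjusted p-value of 0.031 or less. Most of the changes were small. Of the DEGs, 208 higher genes and 103 lower genes changed by less than 2-fold, and the median log2 fold change was 0.66 for the higher and -0.77 for the lower genes. Among the alternatives, limma on log2(FPKM + 1) values gave the lowest counts, 43 higher and 28 lower genes. With log2(FPKM + 0.1) values limma gave 344 higher and 114 lower genes, so these counts depended on the constant added to FPKM. The highest counts, 639 higher and 213 lower genes, came without RBM47-OE replicate 1, and without RBM47-OE replicate 2, 143 were higher, which was 53.2% of the DEGs. DESeq2, the tool the methods name, gave 216 higher and 97 lower genes when run on all 28491 genes, of which 283 were among the 387.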

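Higher genes made up 63.3% of the 387 DEGs and 53.1% of the 5840 genes at an adjusted p-value under 0.05 in edgeR's quasi-likelihood test. The split varied with the scaling of the libraries. With library totals in place of TMM factors, 479 genes were higher and 79 lower (85.8% higher), and the median log2 fold change of all genes shifted to 0.06. With the GC offset, 81 genes were higher and 92 lower (46.8% higher), and 43 of the higher and 52 of the lower genes were shared with those called without it. The higher DEGs had a median exonic GC content of 39.6% and the lower DEGs one of 57.3%, against 49.0% for all genes tested. Of the 10 bins by GC content, the lowest held 0 lower DEGs, and the highest held 2 higher and 30 lower DEGs. The median exonic length was 5751 bases for the higher DEGs and 2279 bases for the lower DEGs. With an offset for gene length in place of GC content, 221 genes were higher and 120 lower (64.8% higher).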

The fact that more up DEGs than down DEGs indicates that RBM47-OE prefers to promote gene expression in HCT116 cells. By plotting the expression pattern of DEGs, we found they showed consistent expression pattern among the three replicates for each group (Fig. 2D).

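Of the 245 higher DEGs, 234 had all 3 RBM47-OE libraries above all 3 NC libraries, and of the 142 lower DEGs, 138 had all 3 below. Chance would separate 10% of genes in this way in either direction, and the DEGs were selected on these same libraries. Averaged over the higher DEGs, the log2 difference from the NC mean was 0.63 in RBM47-OE replicate 1, 0.90 in replicate 2 and 0.78 in replicate 3. Over the lower DEGs it was -0.87, -0.91 and -0.87. Over all genes tested, the median standard deviation between replicates of log2 CPM, the counts scaled to library size, was 0.145 in RBM47-OE and 0.088 in NC, a ratio of 1.65. Without RBM47-OE replicate 1 the ratio was 1.12, against 1.54 without replicate 2 and 1.47 without replicate 3. Each of these sets 2 libraries against 3, which by itself lowers the ratio, because the median standard deviation of 2 values tends to be smaller. The median absolute log2 difference was 0.138 between RBM47-OE replicates 2 and 3, and 0.185 and 0.194 between replicate 1 and each of them. Between NC libraries it was 0.102 to 0.107. Because more DEGs were higher than lower, the paper concludes that overexpressed RBM47 tends to raise gene expression in HCT116 cells, and it states from the heat map of Fig. 2D that the DEGs showed one pattern across the replicates of a group.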

**Fig. 2:**
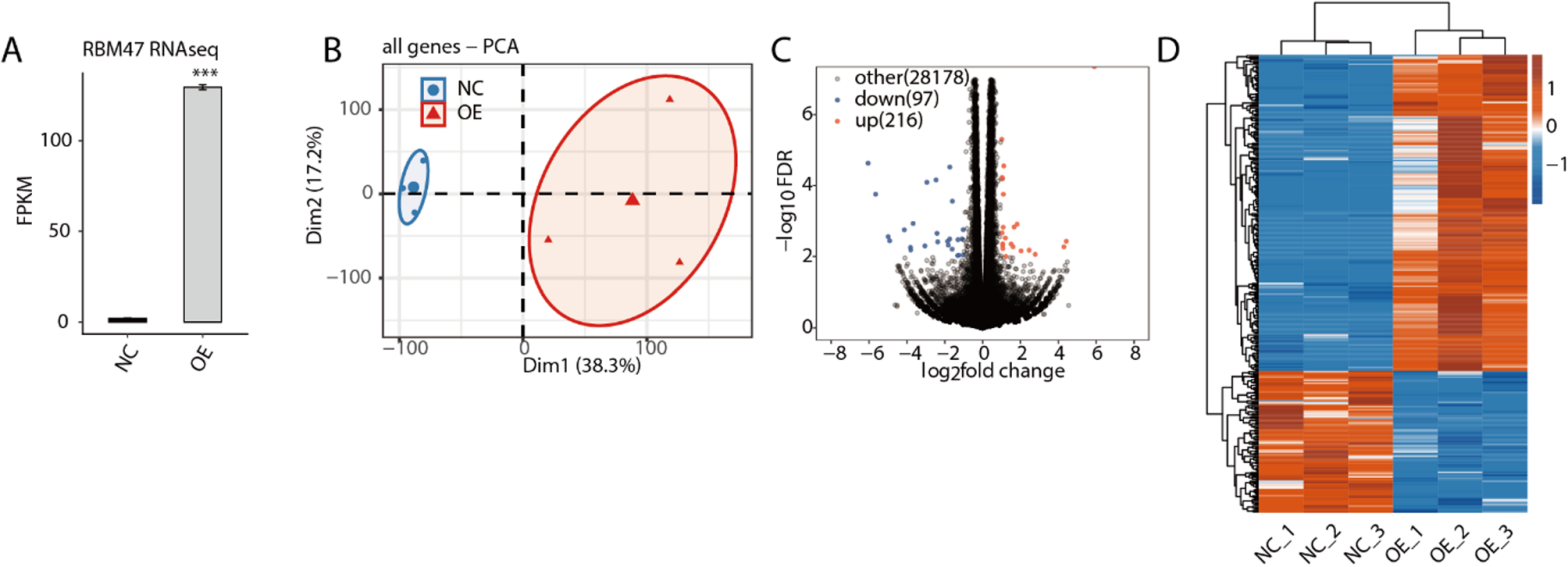
RBM47-OE affect gene expression profiles of HCT116 cells. (A) Bar plot showing the expression pattern and statistical difference of DEGs for RBM47. Error bars represent mean ± SEM. *** *P*-value < 0.001. (B) PCA base on FPKM value of all detected genes RBM47 overexpression. The ellipse for each group is the confidence ellipse. (C) Volcano plot showing all differentially expressed genes (DEGs) between RBM47-OE and Ctrl samples. (D) Hierarchical clustering heat map showing expression levels of all DEGs.

### DEGs induced by RBM47-OE were enriched in cell cycle and apoptosis pathways

To investigate the functions of DEGs induced by RBM47-OE, we performed functional enrichment analysis using GO and KEGG databases. 

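GO terms were not retested. Instead, 9 lists of genes were written from general knowledge before the data were examined. Their themes were pathways that the study names from these same libraries, and its phenotype. A list on such a pathway is therefore not an independent test of the study's enrichment. Each list was tested with limma's camera method against all other genes, with Benjamini-Hochberg adjustment over the 9 lists. Of 43 interferon-stimulated genes tested, 31 were lower in RBM47-OE and 12 higher, with a median log2 fold change of -0.28 (limma camera, adjusted p = 0.0050). At an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, 16 were lower and 4 higher, and adjusted over the list alone, 17 were lower and 5 higher. Of the 43 genes, IFI6 and IFI27 were also picked by the study from these libraries. ISG15 fell by 0.67 on the log2 scale (standard error 0.078, edgeR adjusted p = 7.1e-06), and OASL fell by 0.69 (standard error 0.11, edgeR adjusted p = 1.0e-04). Both were chosen for mention after their values were seen. The alternative that moved the median of this list most was limma on log2(FPKM + 1) values, at -0.05. Of 58 ciliary and centrosomal genes, 44 were higher and 14 lower, with a median of 0.31 (limma camera, adjusted p = 4.0e-05). Of these, 30 were higher and 2 lower at an adjusted p-value under 0.05 over all genes, and 32 and 4 when adjusted over the list alone. Of 389 genes whose symbols mark them as zinc-finger (ZNF) genes, taken for transcriptional regulators, 273 were higher and 116 lower, with a median of 0.17 (limma camera, adjusted p = 0.0044). Over all genes 91 ZNF genes passed as higher and 29 as lower, and adjusted over the list alone 87 and 28 did. ZNF genes include close paralogs, between which the authors' counting could have lost or split reads. With the GC offset the medians were -0.18, 0.07 and 0.07 (limma camera, adjusted p = 2.3e-05, 0.023 and 0.032). In that fit 13 interferon-stimulated genes were lower at an adjusted p-value under 0.05 over all genes, 6 ciliary and centrosomal genes were higher and 2 lower, and 34 ZNF genes were higher and 8 lower. In the fit without the GC offset, the interferon-stimulated and ciliary lists also passed with limma's fry method (adjusted p = 0.031 for each). The ZNF list did not (limma fry, adjusted p = 0.19). With limma's camera and a correlation between genes estimated from the data, none passed in that fit, and the lowest adjusted p was 0.51. Because fry does not set a list against other genes, a trend with GC content alone could let a list pass. Neither method was run on these lists with the GC offset. Without RBM47-OE replicate 1 the interferon-stimulated list gave an adjusted p of 0.051 with limma's camera, and without replicate 2 the ZNF list gave 0.064.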

We found the up DEGs were enriched in cell projection organization, regulation of transcription by RNA polymerase II, cilium assembly, and endocytosis GO pathways (Fig. 3A), whereas the down DEGs were mainly enriched in defense response to virus, immune system process, apoptotic process, and negative regulation of apoptotic process pathways (Fig. 3B). 

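KEGG pathways were not retested either, and 3 of the lists fixed beforehand bear on the pathways of Fig. 3C. Of 31 targets of TNF and NF-kappaB, 10 were higher and 21 lower in RBM47-OE, with a median log2 fold change of -0.11 (limma camera, adjusted p = 0.56). Among them LCN2, IL1A and BIRC3, which the study also picked from these libraries, met its thresholds as higher genes. Of 36 core apoptosis genes, 20 were higher and 16 lower, with a median of 0.02 (limma camera, adjusted p = 0.94), and BIRC3 as a higher gene and BAK1 as a lower gene met the study's thresholds. Of 37 autophagy genes, 18 were higher and 19 lower, with a median of -0.01 (limma camera, adjusted p = 0.94), and PIK3C3 and RB1CC1 met the study's thresholds as higher genes. BAK1 and RB1CC1 were chosen for mention after their values were seen. The medians of the TNF and NF-kappaB targets and of core apoptosis changed sign with the GC offset, to 0.06 and -0.000328. That of core apoptosis also changed sign without NC replicate 1 (-0.03) and without RBM47-OE replicate 1 (-0.02). The autophagy median changed sign without NC replicate 1 (0.01) and without RBM47-OE replicate 1, 2 or 3 (0.06, 0.002 and 0.02). It also did so with library totals (0.06) and with limma on log2(FPKM + 1) or log2(FPKM + 0.1) values (0.05 and 0.06). At an adjusted p-value under 0.05 over all genes, 6 TNF and NF-kappaB targets were higher and 7 lower, 9 core apoptosis genes were higher and 9 lower, and 11 autophagy genes were higher and 9 lower. The counts adjusted over the list alone were 6 and 7 for the targets, 11 and 9 for core apoptosis, and 11 and 10 for autophagy. In the fit with the GC offset, 4 targets were higher and 3 lower over all genes, 4 core apoptosis genes were higher and 3 lower, and 3 autophagy genes were higher and 3 lower. Without the GC offset, none of these 3 lists passed an adjusted p-value of 0.05 under fry or with an estimated correlation. The KEGG term shown in Fig. 3C with the smallest p-value is herpes simplex virus 1 infection, and 20 ZNF genes met the study's thresholds as higher genes and 1 as a lower gene.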

For KEGG analysis, apoptosis-multiple species, TNF signaling pathway, and autophagy-animal pathways were emerged in the top pathways of up DEGs (Fig. 3C). Several cancer-associated pathways, including hepatocellular carcinoma and human papillomavirus infection were detected in down DEGs (Fig. 3D). Several apoptosis-associated genes, including CASP3, ACVR1C, LCN2, BIRC3, IL1A, and STK17B, were significantly upregulated by RBM47-OE, whereas several other apoptotic genes, including *HSPA1B*,* IFI6*,* HMOX1*,* TMEM102*,* ATOX1*,* ATF5*,* CCN1*,* DNASE1*,* TERT*,* IFI27*,* BNIPL*, and *INPP5D*, were downregulated by RBM47-OE (Fig. 3E). 

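For 17 genes of Fig. 3E the change was in the direction drawn, and in each of them all 3 RBM47-OE libraries lay on one side of all 3 NC libraries. In edgeR's quasi-likelihood test, these 17 genes met the study's thresholds. Each had an adjusted p-value under 0.05 over all genes tested and also when adjusted over the list alone, although the study chose this list on the same libraries. The size of the change ranged from 0.59 to 1.99 on the log2 scale, with a median of 0.72, and 7 of the genes lay under 0.65. The largest rise was that of IL1A, by 1.99 (standard error 0.52, adjusted p = 0.0042 in edgeR), which rested on 3, 5 and 3 counts in the NC libraries and 16, 19 and 12 in the RBM47-OE libraries. LCN2 (chromosome 9 of GRCh38, 128149071 to 128153453) had 3.49 ± 0.469 (SD, n = 3) CPM (TMM-normalized) in NC and 7.02 ± 2.09 (SD, n = 3) in RBM47-OE. Its log2 fold change was 1.00 (standard error 0.18, edgeR adjusted p = 2.1e-04). Among the lower genes, IFI6 (chromosome 1, 27666064 to 27672212) fell from 37.4 ± 7.93 (SD, n = 3) to 18.2 ± 0.787 (SD, n = 3) CPM. Its log2 fold change was -1.04 (standard error 0.11, edgeR adjusted p = 4.1e-06). BNIPL had the largest fall, at -1.83 (standard error 0.46, edgeR adjusted p = 0.0031), on 16 to 21 counts in the NC libraries and 5 to 7 in the RBM47-OE libraries. HSPA1B has a near-identical copy, HSPA1A, with which reads could have been shared.

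The 5 higher genes had a median exonic GC content of 38.0% and the 12 lower genes one of 55.5%. With the GC offset all 17 kept their direction, 8 met the study's thresholds, 14 had an adjusted p-value under 0.05 over all genes, and 16 did so adjusted over the list alone. ACVR1C, BIRC3 and TERT were the 3 that did not pass over all genes. Without RBM47-OE replicate 2, 11 of all 18 genes drawn in the panel met the study's thresholds.

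**Figure D2:**
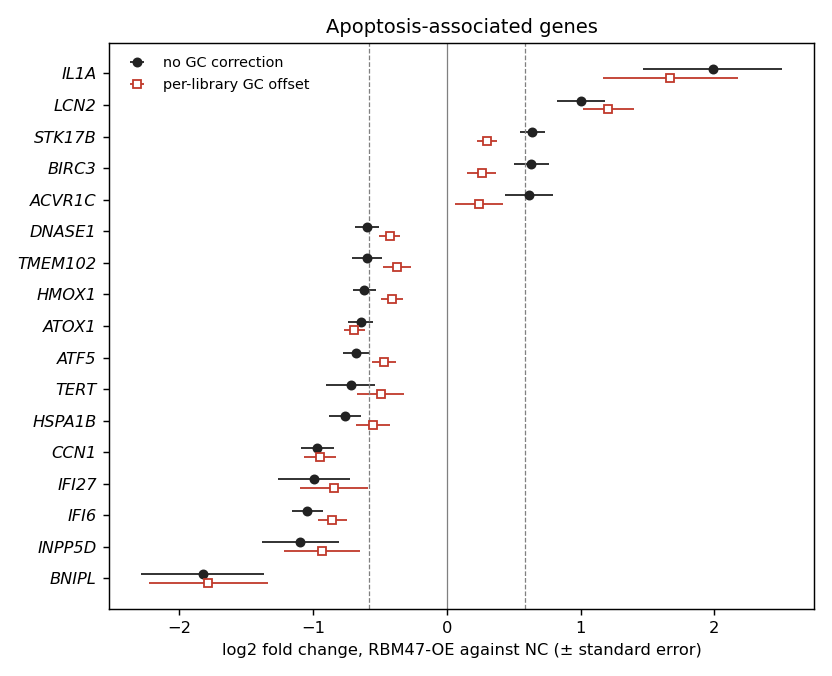
Log2 fold change of RBM47-OE against NC (x axis) for 17 apoptosis-associated genes of Fig. 3E (y axis), without GC correction (filled circles) and with the per-library GC offset (open squares); bars are standard errors from edgeR and dashed lines mark a fold change of 1.5. All 17 lie outside the dashed lines without correction, ACVR1C, BIRC3, STK17B, HSPA1B, TERT, ATF5, HMOX1, TMEM102 and DNASE1 move inside with the offset, and LCN2, IL1A, IFI6, ATOX1, CCN1, IFI27, BNIPL and INPP5D stay outside.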

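Of the 9 cell cycle genes drawn in Fig. 3F, 8 were higher in RBM47-OE and CDC20 was lower, each with all 3 RBM47-OE libraries on one side of all 3 NC libraries. CDC20 (ENSG00000117399; chromosome 1 of GRCh38, 43358981 to 43363203) had 315.9 ± 15.8 (SD, n = 3) CPM (TMM-normalized) in NC and 182.4 ± 19.3 (SD, n = 3) in RBM47-OE. Its log2 fold change was -0.79 (standard error 0.078, adjusted p = 5.3e-07 from edgeR's quasi-likelihood test). The 8 higher genes had log2 fold changes close to the threshold, from 0.58 for STOX1 to 0.63 for PIK3C3. In the test over all genes, the 9 had adjusted p-values of 0.0037 or less. STOX1 fell just short of a fold change of 1.5 in edgeR, so that 8 of the 9 met the study's thresholds, and all 9 passed an adjusted p-value of 0.05 over all genes and over the list alone. The study chose this list on the same libraries. The number of genes that met the thresholds was 4 without NC replicate 2, without RBM47-OE replicate 2 and without RBM47-OE replicate 3.

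With the GC offset, CDC20 at -0.60 (standard error 0.059, edgeR adjusted p = 9.7e-06) and STOX1 at 0.61 (standard error 0.14, edgeR adjusted p = 0.0073) met the study's thresholds. The other 7 genes kept their direction at lower values, and POC5, THAP1 and BRCA2 no longer had an adjusted p-value under 0.05 over all genes, although all 9 genes did over the list alone. The 8 higher genes had a median exonic GC content of 39.1%.

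**Figure D3:**
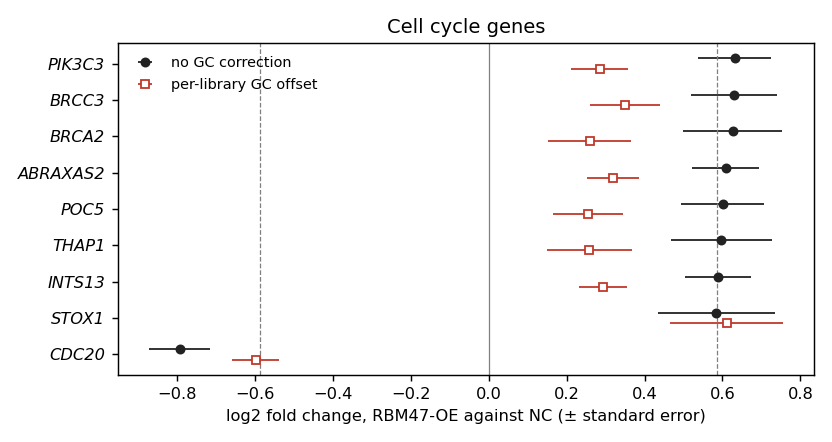
Log2 fold change of RBM47-OE against NC (x axis) for the 9 cell cycle genes of Fig. 3F (y axis), without GC correction (filled circles) and with the per-library GC offset (open squares); bars are standard errors from edgeR and dashed lines mark a fold change of 1.5. Of the 8 higher genes, STOX1 is the one that lies at the dashed line in both fits.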

For cell cycle genes, *INTS13*,* ABRAXAS2*,* BRCC3*,* POC5*,* THAP1*,* PIK3C3*,* STOX1*, and *BRCA2* were upregulated, whereas *CDC20* was downregulated (Fig. 3F). To confirm the regulation of RBM47 on DEGs, we selected three DEGs and performed RT-qPCR experiment. *CASP3* was upregulated, and *CCN1* and *ATF5* were downregulated after RBM47-OE by RT-qPCR (Fig. 3G). In addition, we also used Actinomycin D (actD) to inhibit the transcription process of HCT116 cells. Further RT-qPCR experiment demonstrated that RBM47-OE enhanced *CASP3* expression, inhibited *CNN1* expression, but not significantly changed the expression of *ATF5* under ActD treatment (Fig. 3H). Meanwhile, we also tested the expression pattern of TERT and did not find significant difference between NC and RBM47-OE under ActD treatment (Fig. 3I). In summary, these results indicated that RBM47 can regulate gene expression at both transcriptional and post-transcriptional levels and were consistent with the discovery that RBM47-OE significantly changed the proliferation and apoptosis levels of HCT116 cells.

**Fig. 3:**
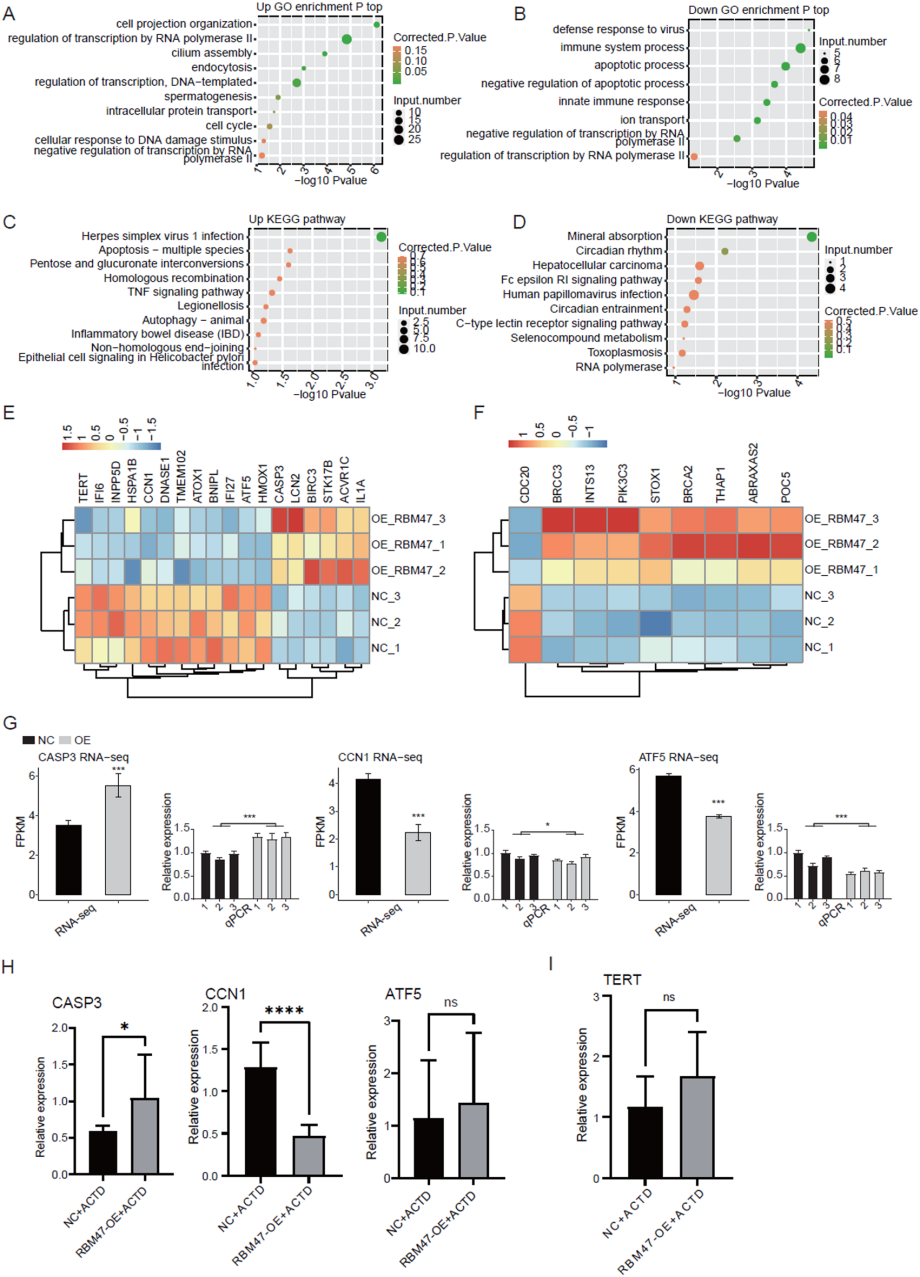
RBM47 broadly regulate expression of cell cycle and apoptosis associated genes in HTC116 cells. (A) The Scatter plot exhibiting the most enriched GO biological process results of the up-regulated DEGs. (B) The Scatter plot exhibiting the most enriched GO biological process results of the down-regulated DEGs. (C) The Scatter plot exhibiting the most enriched KEGG pathway results of the up-regulated DEGs. (D) The Scatter plot exhibiting the most enriched KEGG pathway results of the down-regulated DEGs. (E) Clustering heatmap showing the DEGs involved in apoptosis pathway. (F) Clustering heatmap showing the DEGs involved in cell cycle pathway. (G) Bar plot showing the expression pattern and statistical difference of DEGs for some important genes. (H) Bar plot showing the RT-qPCR results and statistical difference of DEGs in (G) by ActD treatment. (I) The same as (H) but for *TERT* gene. Error bars represent mean ± SEM. **** *P*-value < 0.0001, *** *P*-value < 0.001, ** *P*-value < 0.01, * *P*-value < 0.05.

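The RNA-seq bars of panel G rest on the deposited FPKM values. CCN1 (ENSG00000142871; chromosome 1 of GRCh38, 85580761 to 85584589) had 4.47, 4.20 and 3.77 FPKM in the NC replicates and 1.84, 2.78 and 2.08 in the RBM47-OE replicates, with means of 4.15 ± 0.353 (SD, n = 3) and 2.23 ± 0.488 (SD, n = 3). ATF5 (ENSG00000169136; chromosome 19, 49928702 to 49933935) had 5.45, 5.83 and 5.76 FPKM in NC and 3.62, 3.72 and 3.88 in RBM47-OE, with means of 5.68 ± 0.202 (SD, n = 3) and 3.74 ± 0.131 (SD, n = 3). For both genes the groups of 3 libraries did not overlap, and an exact two-sided permutation test gives p = 0.10, the smallest value this design allows. On the counts, the log2 fold change was -0.97 for CCN1 (standard error 0.12, edgeR adjusted p = 1.6e-05) and -0.68 for ATF5 (standard error 0.10, edgeR adjusted p = 4.5e-05). With the GC offset these became -0.95 (edgeR adjusted p = 5.8e-05) and -0.47 (edgeR adjusted p = 0.0015), and over all alternatives the adjusted p was at most 0.0087 for CCN1 and 0.0079 for ATF5. The RT-qPCR bars were not analysed here.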

### RBM47-OE had profound impact on the alternative splicing pattern of HCT116 cells

RBM47 has been reported to regulate alternative splicing of cancer-related genes in nasopharyngeal carcinoma^17^. Thus, we dedicated to explore the AS profile alteration by RBM47-OE in HCT116 cells. We universally detected the known and novel AS events (ASEs) from the aligning result, and found that A3SS and A5SS were the two most detected ASEs (Fig. 4A). To further illustrate how RBM47-OE regulated AS profile, we predicted the regulated ASEs (RASEs) by RBM47, and finally detected 2541 RASEs. The results showed that A5SS and A3SS were also the top two RASE types if we divided cassette exon and exon skipping (ES) into two types (Fig. 4B). Meanwhile, we found more exons were included than excluded by RBM47-OE as we detected more excluded (down) ES and more included (up) cassette exon events (Fig. 4B), indicating that RBM47-OE had the ability to include exons during splicing progression. By plotting the ratios of these RASEs, we found these RASEs were consistently regulated in all the three replicates (Fig. 4C). Finally, we performed an overlap analysis for RASE genes (RASGs) and DEGs, and detected 30 overlapped genes (Fig. 4D). 

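Splicing was not analysed here, and only the gene-level expression of the 30 overlapped genes drawn in Fig. 4E was tested. All 30 changed in the drawn direction, 23 higher and 7 lower, and each had all 3 RBM47-OE libraries on one side of all 3 NC libraries. In edgeR's quasi-likelihood test, 24 met the study's thresholds, and all 30 had an adjusted p-value under 0.05, both over all genes and over the list alone, which the study chose on these libraries. RBM47 itself is one of the 30. Of the genes, 20 had a log2 fold change of less than 0.65 in size, and the median size was 0.61. TCP11L2 rose by 0.87 (standard error 0.12, edgeR adjusted p = 2.7e-05), and S100A2 fell by 0.77 (standard error 0.12, edgeR adjusted p = 5.8e-05). PKD1P5 is a pseudogene and SRGAP2B has paralogs, so their counts depend on how reads were shared. With the GC offset all 30 kept their direction, 20 had an adjusted p-value under 0.05 over all genes, 28 did so over the list alone, and 4 met the study's thresholds (RBM47, TCP11L2, S100A2 and IFI27). With the gene length offset, 15 met the thresholds, and without RBM47-OE replicate 2, 16 did.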

The much more RASG number indicates that RBM47 probably has more important roles in AS regulation that gene expression modulation in HCT116 cells.

**Fig. 4:**
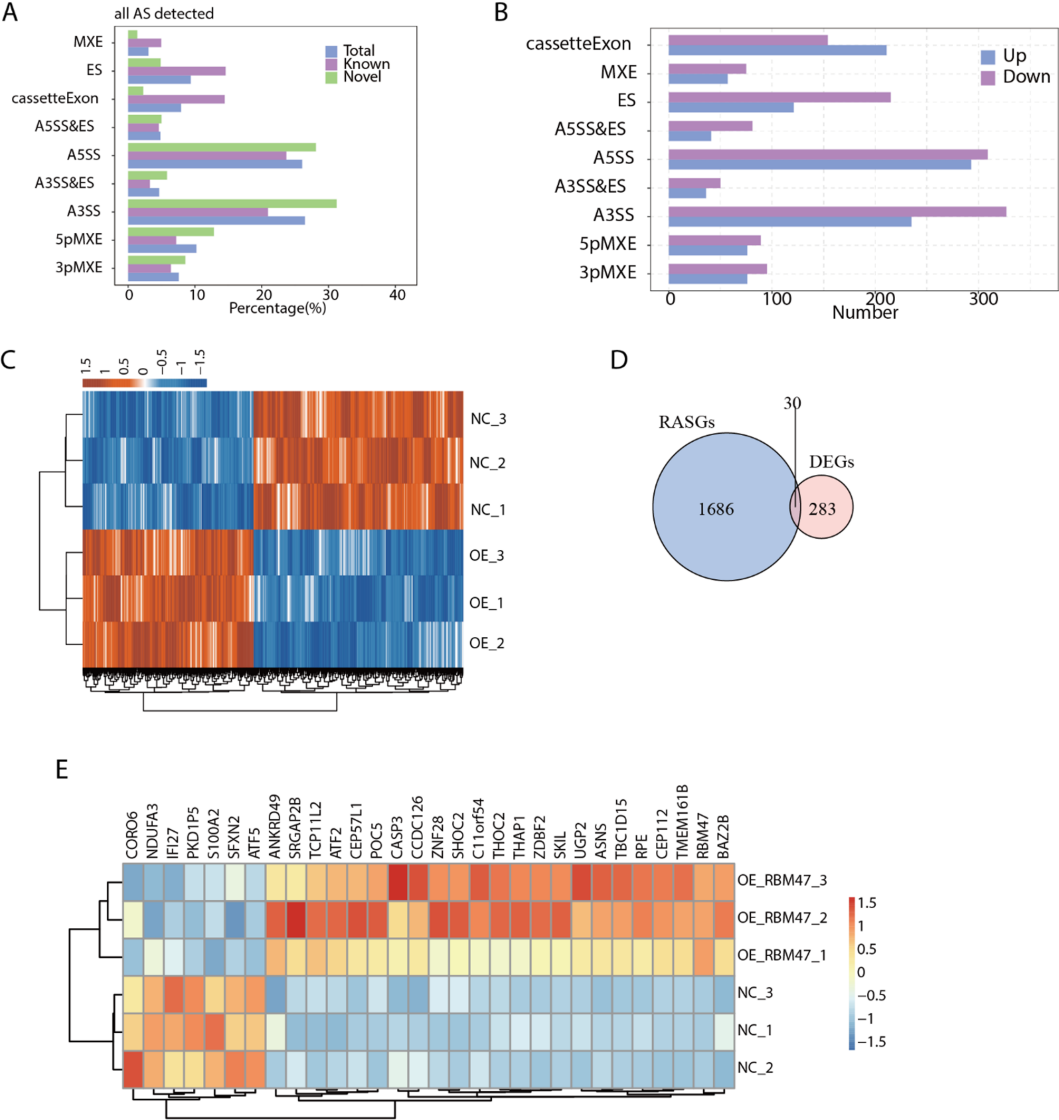
RBM47-OE broadly change the alternative splicing patterns in HCT116 cells. (A) Bar plot showing the RBM47 all regulated alternative splicing event. (B) Bar plot showing the RBM47 regulated alternative splicing events (RASEs). (C) Hierarchical clustering heat map showing expression levels of RBM47 regulated alternative splicing event (RASE). (D) Venn diagram showing the overlapped genes between RASGs and DEGs. (E) Hierarchical clustering heat map showing expression levels of the overlapped 30 genes in (D).

### RBM47 broadly regulates the AS profile of genes involved in cell cycle and DNA repair

AS RBM47-OE significantly modulated the AS pattern of 1716 RASGs (Fig. 4D), then we explored the enriched functions of these RASGs. We found these RASGs were dominantly enriched in cell cycle, cellular response to DNA damage stimulus, protein ubiquitination, mRNA processing, mRNA splicing via spliceosome, cell division, vesicle-mediated transport, chromatin organization, DNA repair, and base-excision repair GO BP pathways (Fig. 5A). KEGG enrichment analysis for these RASGs showed they were enriched in shigellosis, autophagy, and ubiquitin mediated proteolysis pathways (Figure S2A). Among the detected GO BP pathways, we found there were five pathways belonging to cell proliferation, thirteen pathways belonging to apoptosis, and sixteen pathways belonging to cell cycle (Fig. 5B-D, Figure S2B), although a lot of them were not significant. These results indicates that RASGs contained genes involved in cell proliferation, apoptosis, and cell cycle, which may have essential regulation on the cellular phenotypes modulated by RBM47. By clustering the RASE ratios of RASGs from proliferation, apoptosis, and cell cycle, we found these RASEs showed consistent dysregulation in three replicates by RBM47-OE (Fig. 5E). Meanwhile, we also found one RASE from CD44, an important factor in tumor metastasis^28^ was significantly dysregulated by RBM47-OE, and also confirmed by RT-qPCR experiment (Fig. 5F). MDM2, an E3 ubiquitin ligase protein that is a candidate target for tumor therapy^29^ also showed AS dysregulation with an A5SS event, and was confirmed by RT-qPCR (Figure S2C). Taken together, these results demonstrated that RBM47 can globally regulate the AS profile that are associated with cell cycle, DNA damage and repair, and mRNA splicing.

**Fig. 5:**
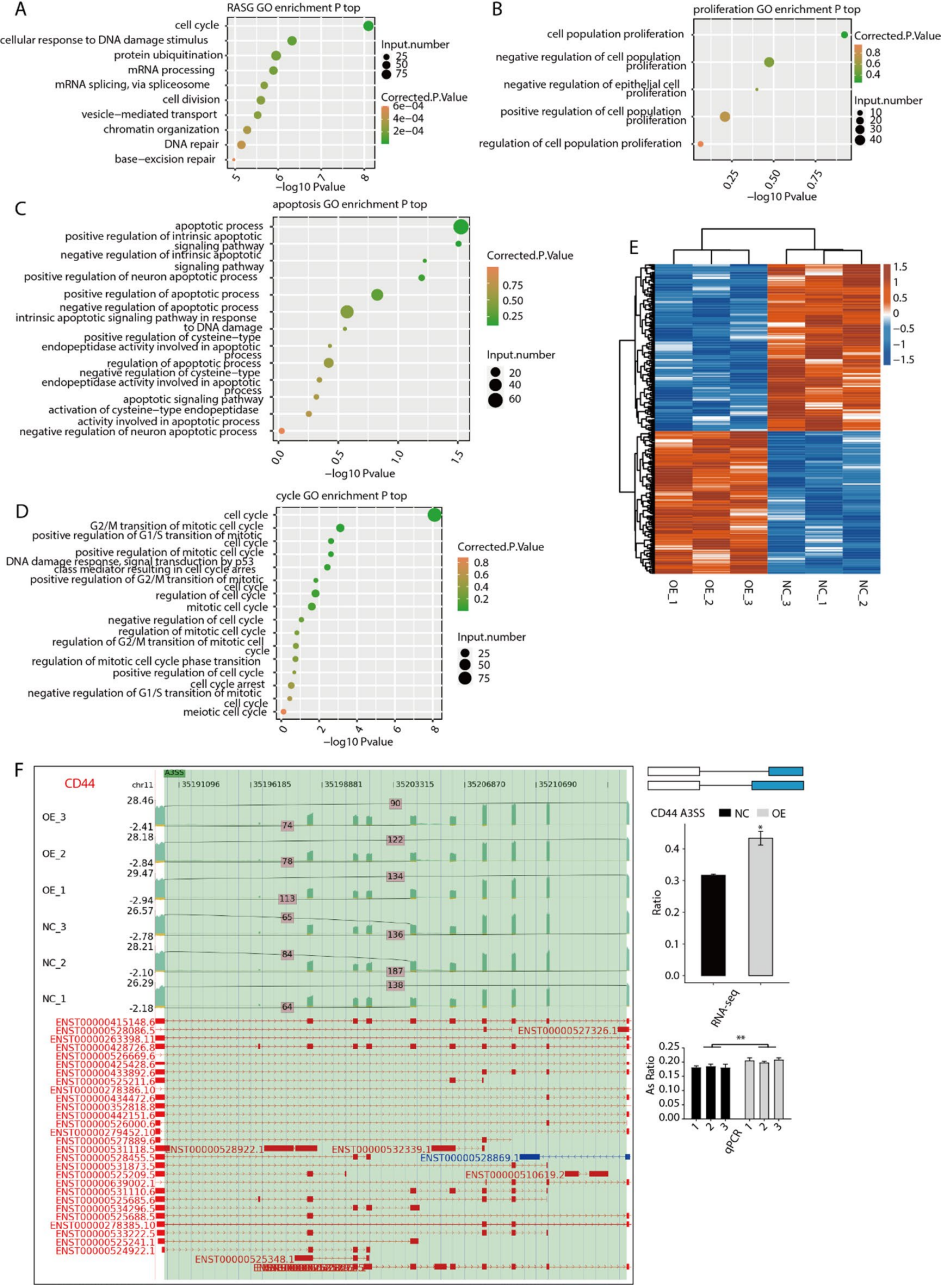
RBM47 regulates alternative splicing of cell cycle, proliferation and apoptosis associated genes in HCT116 cells. (A) Scatter plot exhibiting the most enriched GO biological process results of the RASGs. (B) Scatter plot exhibiting all the proliferative pathways GO biological process results of the RASGs. (C) Scatter plot exhibiting all the apoptotic pathways GO biological process results of the RASGs. (D) Scatter plot exhibiting all the cycle pathways GO biological process results of the RASGs. (E) Hierarchical clustering heat map showing expression levels of all associated genes about (B), (C) and (D) in RBM47 regulated alternative splicing events (RASEs). (F) RBM47 regulates alternative splicing of *CD44*. Left panel: IGV-sashimi plot showing the regulated alternative splicing events and binding sites across mRNA. Reads distribution of RASE is plotted in the up panel and the transcripts of each gene are shown below. Right panel: The schematic diagrams depict the structures of ASEs. RNA-seq validation of RASEs was shown at the bottom of the right panel. Error bars represent mean ± SEM. *** *P*-value < 0.001, ** *P*-value < 0.01, * *P*-value < 0.05.

## Discussion

The previous research suggests that RBM47 has an anti-proliferation and anti-metastasis effect in several cancer cells^30–32^. Our analysis of the TCGA database also confirmed that the expression of RBM47 was closely associated with the progression of CRC. Additionally, when we overexpressed RBM47 in the HCT116 cell line, we observed the inhibited cell proliferation and promoted apoptosis. These findings align with previous studies indicating that reducing RBM47 expression enhances CRC cell lines’ migration, invasion, and metastasis^19^. Moreover, we next performed RNA-seq analysis to decipher the underlying mechanisms and molecular targets about RBM47’s anti-cancer function in HCT116 cells. In summary, our results highlight the important roles in cellular phenotype and transcriptome modulation of RBM47, which extends our understanding about the regulatory mechanisms of RBM47 in CRC.

Through RNA-seq analysis, we found that RBM47-OE globally regulated the transcriptomic landscape of HCT116 cells. We identified 313 DEGs and 1716 RASEs. Functional enrichment analysis revealed that these DEGs and RASEs were primarily enriched in biological processes such as cell cycle, apoptosis, and DNA repair, which are closely related to the tumor-suppressive role of RBM47. RBM47 can act as an interferon-stimulating gene to enhance the antiviral effect of the host by stabilizing the mRNA of the target gene, revealing its role in antiviral immunity. The ISGylation of RBM47 can regulate immune activation, which is a well-established antiviral mechanism, and participate in DNA repair, autophagy, transcription, protein translation, and other cellular processes^33,34^. Interestingly, the DEGs of RBM47-OE are enriched in these related pathways, which implies RBM47 may regulate CRC cell proliferation by itself ISGylation, stabilizing mRNA, and alternative splicing of downstream immune response and tumor suppression-related genes.

We specifically focused on the effect of RBM47 on cell cycle and apoptosis-related genes. For instance, apoptosis-related gene such as CASP3, was significantly upregulated after RBM47-OE, while genes like CCN1 and ATF5 were downregulated. Cell cycle genes such as INTS13 and BRCA2 were also positively regulated by RBM47-OE. CCN1 is a cysteine-rich intercellular matrix protein, high expression of CCN1 is associated with the progression and poor prognosis of multiple cancers and is involved in tumor growth, angiogenesis, and cancer cell adhesion, migration, and invasion^35–38^. ATF5 modulates many genes’ expression and regulates the cell cycle, unfolded protein response (UPR), anti-apoptosis, immune, and other signaling pathways, playing a crucial role in the survival and proliferation of cancer cells. Its expression is negatively correlated with the survival rate of patients with various types of cancer, making it a popular target for cancer therapy^39–44^. CASP3 plays a key role in apoptosis and is a biomarker of apoptosis. Activation of the CASP3/GSDME signaling pathway can induce pyroptosis or apoptosis, which in turn affects the growth of tumors and the survival rate of cancer patients^45–47^. The expression of *CASP3* is up-regulated in most cancers, but down-regulated in colon adenocarcinoma and rectum adenocarcinoma, indicating that CASP3 has different regulatory functions in various tumors^48^.

What’s more, we observed a broad effect of RBM47 on alternative splicing patterns, which may further regulate the functions of these genes. Cell cycle, DNA damage and repair, mRNA splicing, and cell division were the top enriched pathways for RASGs (Fig. 5A). It has been reported that RBM47 regulates the exon inclusion of TJP1 and inhibits expression of TJP1-α isoform, which in turn enhances the assembly of actin stress fibers and promotes cellular migration in A549 cells^49^. The identified RASGs in this study were tightly associated with the cellular functions of RBM47 in HCT116 cells. We propose that RBM47 can broadly alter the splicing pattern of these genes and modifies the expression level, amino acid sequences or structures of the encoded proteins, and finally changes their functions in tumor cells. RBM47 modulates the splicing of CD44, which is a marker of cancer stem cells. It is reported that CD44 has tumor-processing function and promotes EMT and metastasis of colon cancer cells^28,50^. RBM47 also altered the splicing of MDM2 (Figure S2C). Several studies have demonstrated that MDM2 is a new therapeutic option in colon cancer treatment^51^ as both the inhibitor and anti-sense oligonucleotide of MDM2 have anti-tumor activity by inhibiting growth and proliferation of colon cancer cells^52,53^. These results indicate that RBM47 inhibits growth and metastasis of HCT116 cells probably by regulating the splicing pattern of CD44 and MDM2 transcripts. Finally, the AS results were consistent with our RT-qPCR detection results, further confirming the anti-tumor function of RBM47 in CRC. Further studies are necessary to decipher the functions of the alternative spliced forms of CD44 or MDM2, which are not deeply investigated in this study.

Although our study provides insights into the potential mechanisms of RBM47’s role in CRC, it has some limitations. First, we conducted experiments using only one cell line, which may limit the generalizability of the results. In addition, we did not perform RBM47 knockdown experiments in cell and animal model to validate our findings. Furthermore, as an RNA-binding protein, it is worth exploring whether the regulatory effects of RBM47 may differ between left-sided and right-sided colorectal cancer due to the different primary sites^54–56^. Future studies should include multiple CRC cell lines and in vivo animal models to explore the function and molecular mechanism of RBM47.

## Conclusions

In conclusion, our findings highlight the significance of RBM47 as a tumor suppressor gene in CRC. RBM47 plays a role in cell proliferation and apoptosis via regulating gene expression and alternative splicing, providing potential molecular targets and valuable information for the development of novel CRC treatment strategies.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

## Data Availability

The raw RNA-seq data has been deposited in the NCBI GEO database with accession ID GSE282110. Editors and reviewers can contact the corresponding author Guangshi Liu for for the data availability request.

# Supplementary material for: RBM47 functions as an anti-oncogene by regulating expression and alternative splicing of cell proliferation and apoptosis associated genes in colorectal cancer cells
**Source:** Sci Rep. 2025 Jul 22;15:26685. doi: 10.1038/s41598-025-05151-5
**Supplement:** Supplementary file 1 — Supplementary Material 1

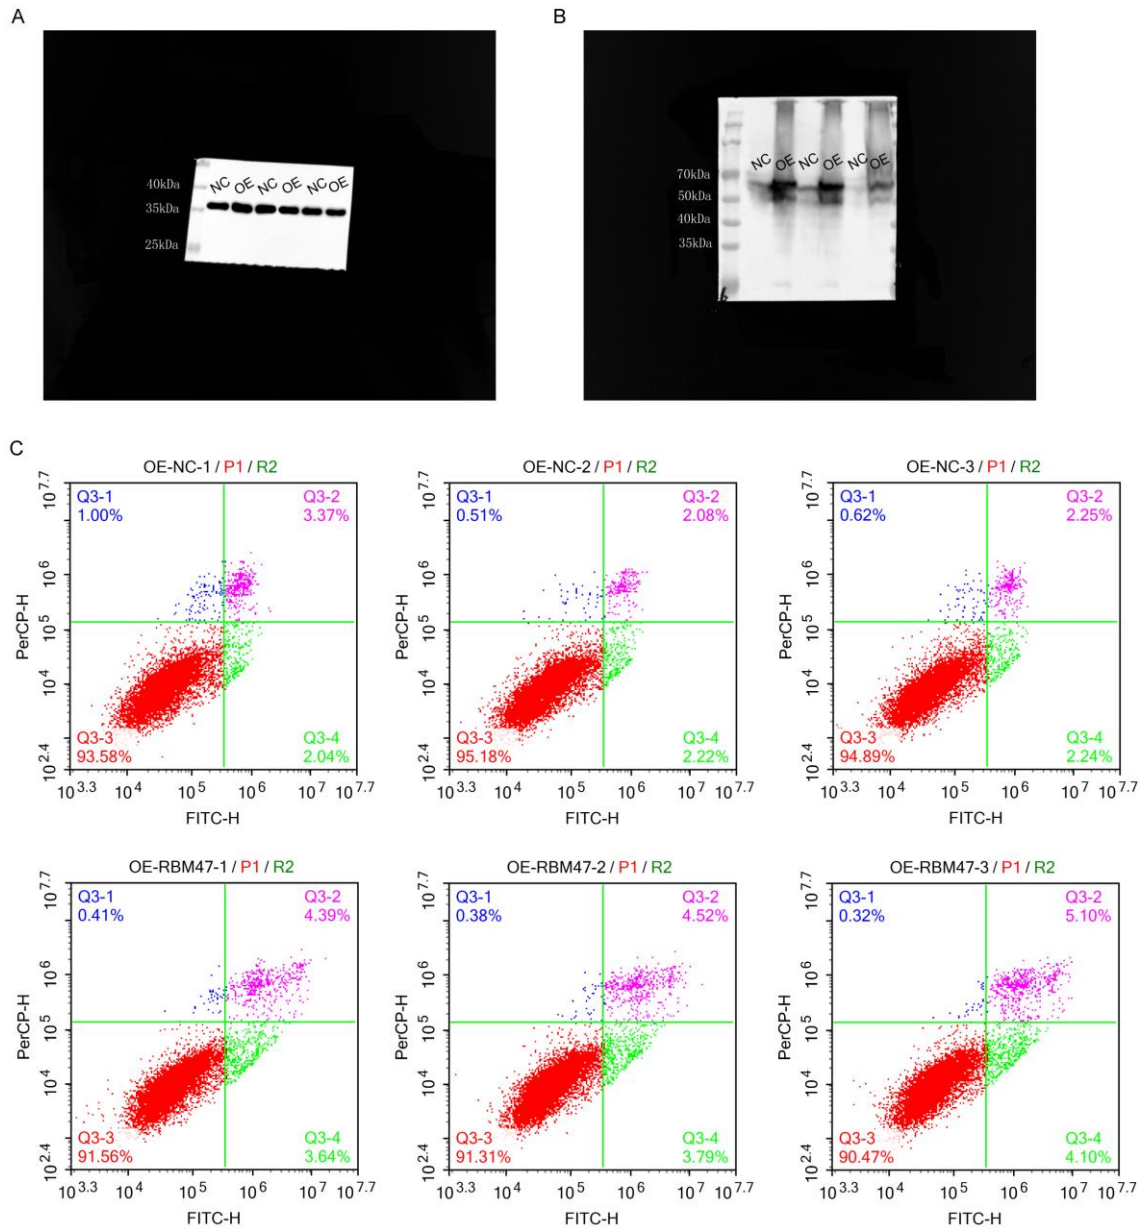

**Figure S1. Results of western blot experiment and flow cytometry**

(A) The result of western blot experiment of GAPDH. (B) The result of western blot experiment of RBM47. (C) Flow cytometry results.

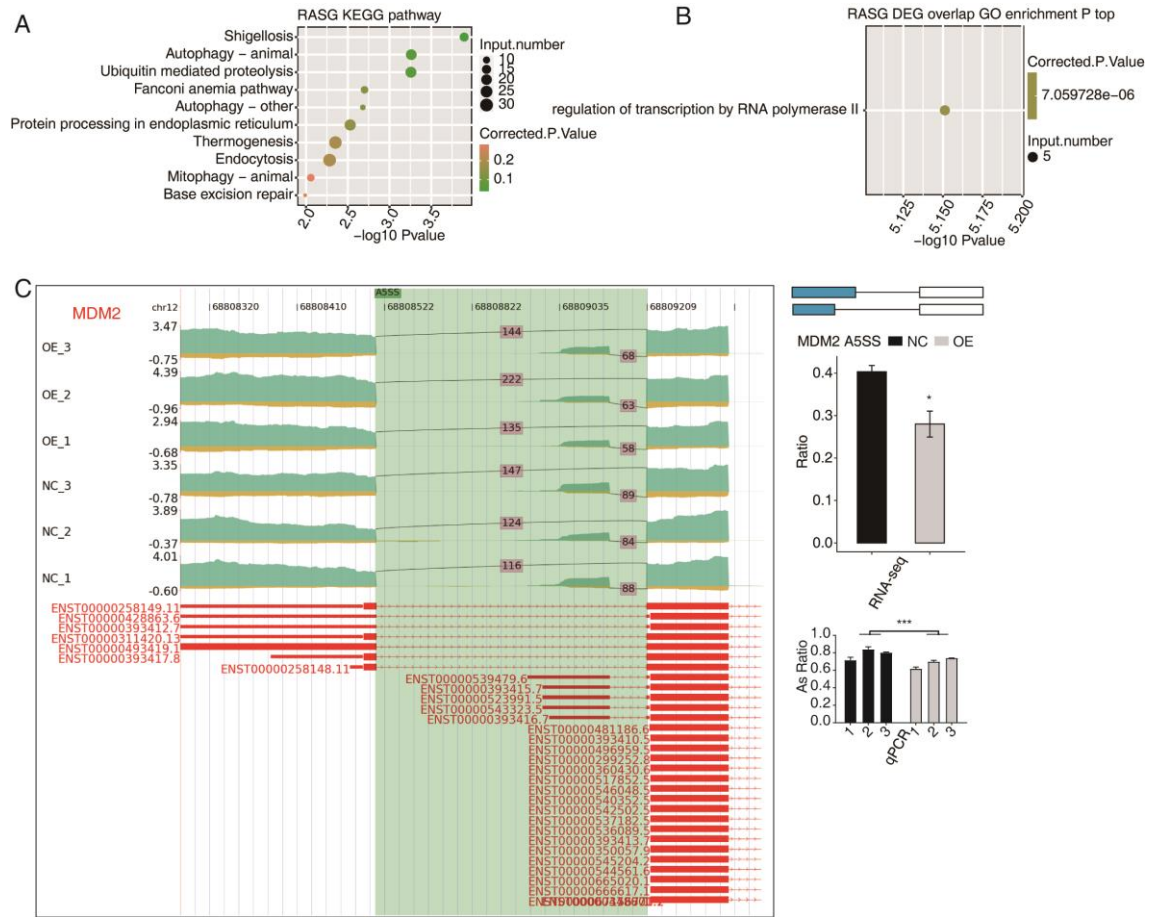

**Figure S2. RBM47 regulates alternative splicing in HCT116 cells.**

(A) Scatter plot exhibiting the most enriched KEGG pathway results of the regulated alternative splicing genes (RASEs). (B) Scatter plot exhibiting the most enriched GO biological process results of the overlapped genes between RASGs and DEGs. (C) RBM47 regulates alternative splicing of ABI1. Left panel: IGV-sashimi plot showing the regulated alternative splicing events and binding sites across mRNA. Reads distribution of RASE is plotted in the up panel and the transcripts of each gene are shown below. Right panel: The schematic diagrams depict the structures of ASEs. RNA-seq validation of ASEs are shown at the bottom of the right panel. Error bars represent mean  $\pm$  SEM. \*\*\*P-value < 0.001, \*\* P-value < 0.01, \* P-value < 0.05.

# Supplementary material for: RBM47 functions as an anti-oncogene by regulating expression and alternative splicing of cell proliferation and apoptosis associated genes in colorectal cancer cells
**Source:** Sci Rep. 2025 Jul 22;15:26685. doi: 10.1038/s41598-025-05151-5
**Supplement:** Supplementary file 2 — Supplementary Material 2

**Table S1. The primer sequence table for RT-qPCR experiment.**

| CCN1-F | AGCCTCGCATCCTATACA |
| --- | --- |
| CCN1-R | GTCATTGGTAACTCGTGTG |
| LCN2-F | GGAAGTGGTATGTGGTAGG |
| LCN2-R | GACGGAGGTGACATTGTAG |
| CASP3-F | GTTAGACTTCTACAACGATCC |
| CASP3-R | TTGTTTGTGTGCTTCTGAG |
| ATF5-F | TCTTCCACTTTCGCCTTG |
| ATF5-R | AGGAGTGACATGGCTGTA |
| ATOX1-F | CCTTTGGTCCATCCTGTG |
| ATOX1-R | GGTCTGCATTGAATCTGAG |
| HSPA1B-F | TCATCAGCGGACTGTACC |
| HSPA1B-R | CCTAATCCACCTCCTCAATG |
| TERT-F | GCCGATTGTGAACATGGACTACG |
| TERT-R | GCTCGTAGTTGAGCACGCTGAA |
| ABI1-M-F | TGAGCCCGGGGCTGGTCCAATA |
| ABI1-AS-F | AGCCCGGGGCTGCTGGTCCAATA |
| ABI1-M/AS-R | GGAAGTAGTGGAGGAAGTG |
| CD44-M/AS-F1 | GCACTTCAGGAGGTTACAT |
| CD44-AS-R1 | CTCATCAAAGTGGTAGCAGG |
| CD44-M-R1 | GTGGTTGAAATGGTAGCAGG |
| CD44-M/AS-F2 | GCACTTCAGGAGGTTACAT |
| CD44-AS-R2 | GTGGTTGAAATGGTAGCAGG |
| CD44-M-R2 | TCTTGGTCTCTGGTAGCAGG |
| CD44-M/AS-F3 | GCACTTCAGGAGGTTACAT |
| CD44-AS-R3 | GTTGCCTGGATGGTAGCAGG |
| CD44-M-R3 | TCTTGGTCTCTGGTAGCAGG |
| MDM2-M-F | TGAGGAGCAGGCAAATGTGC |
| MDM2-AS-F | TGCTGATCCAGGCAAATGTGC |
| MDM2-M/AS-R | CAGGGTCTCTTGTTCCGAAG |
| Internal control |  |
| hum-GAPDH-F | GGTCGGAGTCAACGGATTTG |
| hum-GAPDH-R | GGAAGATGGTGATGGGATTTC |

How the deposited data were processed for this re-analysis (not part of the article)

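RNA from HCT116 cells was sequenced as 3 NC and 3 RBM47-OE libraries, 48 h after transfection, and all 6 libraries were used. The authors filtered the reads on ambiguous bases, trimmed adaptors and low-quality bases with FASTX-Toolkit, aligned the reads to GRCh38 with HISAT2 and counted uniquely mapped reads, and the deposited counts hold 1 column per library without normalization. The deposited FPKM values were made by the authors from the same alignments, divided by gene length and by the mapped fragments of each library. Between 26792409 and 35477983 counts fell on genes in each library, with a median of 29386246 in NC and 30568661 in RBM47-OE. A gene with 3 counts or fewer in all libraries of a group was treated as being at the floor.

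Exonic GC content, exonic length and coordinates were taken from GENCODE release 44 and the GRCh38 sequence, matched by gene identifier, for 28401 genes. The annotation release behind the deposited counts is not named in the paper's text, so gene models could differ. Coding and 3' UTR GC content came from the canonical transcript of 15633 genes with at least 100 bases in each part.

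Differential expression was computed with edgeR 4.0.16 in R 4.3.3, with filterByExpr (minimum count 10, minimum total count 15), TMM normalization and the quasi-likelihood test with condition as the only term. The study's thresholds, an unadjusted p-value under 0.01 and a fold change over 1.5, were applied beside a Benjamini-Hochberg adjusted p-value under 0.05. Standard errors were taken as the size of the log2 fold change divided by the square root of the quasi-likelihood F statistic. Log2 CPM values used a prior count of 2. The GC and length offsets were loess curves with a span of 0.3, fitted in each library to its difference from the mean of all libraries.

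The genes named in the text were those the paper names for its RNA-seq data, CD44, MDM2 and ABI1 for expression only, and the 5 genes with the largest change in each direction among those with an adjusted p-value under 0.05, a mean log2 CPM of at least 0 and no overlap between groups. A gene the paper names is not reported here. Lists of interferon-stimulated genes, TNF and NF-kappaB targets, core apoptosis, autophagy, ciliary and centrosomal, ZNF, metallothionein, mitotic and p53 target genes were written before the data were examined. Their themes came from pathways the study names from these same libraries and from its phenotype. The lists were tested with camera in limma 3.58.1 (preset correlation 0.01). They were also tested with fry and with an estimated correlation, both without the GC offset only.

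Alternatives set before the data were examined were DESeq2 1.42.0 on the filtered genes and on all genes, RLE factors, library totals, no filter, at least 10 counts in every library, the replicate number as a block, the length and GC offsets with and without that block, limma on log2(FPKM + 1) and log2(FPKM + 0.1) for genes with a mean FPKM of at least 0.1, stricter thresholds, and each library left out in turn. edgeR with and without the GC offset, DESeq2 and limma were tested on simulated counts with 200 changed genes, and the other alternatives were not. edgeR and DESeq2 recovered 200 of them, and limma 186. With a simulated GC trend, edgeR at the study's thresholds called 57 unchanged genes without the GC offset and 24 with it, where 34 were called without a simulated trend. At an adjusted p-value under 0.05 the same counts were 1038, 15 and 15. The simulated GC trend was shallower than that of each RBM47-OE library, and all genes shared a single dispersion. The simulated changes were larger than those of most DEGs and were placed only in genes with higher counts. The numbers of recovered and false calls therefore do not carry over to the real libraries. The paper's splicing, GO and KEGG analyses, RT-qPCR, western blots and patient data were not analysed here.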

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

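The tests of GC content for CERS6-AS1, ZNF658 and ZNF572 were chosen only after the results were seen. The genes below are outside those the paper discusses and changed most among the higher genes that meet the rule for named genes, apart from RBM47.

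The antisense gene ENSG00000250893 (chromosome 4 of GRCh38, 40426119 to 40427585, plus strand) had 1, 3 and 0 counts in the NC libraries and 127, 116 and 80 in the RBM47-OE libraries, at least 33.9-fold higher. It lies opposite RBM47. Its first exon shares 25 bases with the coding part of an RBM47 exon, and its second exon shares 0. Its counts were 0.304%, 0.301% and 0.230% of the RBM47 counts in RBM47-OE replicates 1, 2 and 3. Reads of RBM47 counted on the antisense gene may account for the rise. Transcription from the opposite strand of the plasmid or the gene was not tested and stays open.

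CERS6-AS1 had 25, 15 and 21 counts in NC and 46, 67 and 38 in RBM47-OE, a log2 fold change of 1.21 (standard error 0.32, edgeR adjusted p = 0.0049), higher in 3 of 3 RBM47-OE libraries than in any NC library. The GC offset gave 0.93 (edgeR adjusted p = 0.055, the highest among its alternatives). Without RBM47-OE replicate 2 it was 0.97 (edgeR adjusted p = 0.055). A GC bias and an effect of RBM47 cannot be told apart for this gene, because the change kept most of its size while its adjusted p passed the threshold on few counts. Whether reads of the gene it is antisense to were counted on it was not tested.

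ZNF658 had a log2 fold change of 1.11 (standard error 0.21, edgeR adjusted p = 3.4e-04), higher in 3 of 3 RBM47-OE libraries than in any NC library, on 42 to 57 counts in NC and 89 to 116 in RBM47-OE. The GC offset gave 0.92 (edgeR adjusted p = 0.0042), which argues against GC bias as the whole cause. Summed with its near-identical copy ZNF658B, the log2 ratio was 1.05, which argues against reads moving between the copies. Over all alternatives the adjusted p was at most 0.014. An effect of RBM47 may remain, as a hypothesis found and tested on the same libraries.

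ZNF572 had a log2 fold change of 1.08 (standard error 0.23, edgeR adjusted p = 8.8e-04), higher in 3 of 3 RBM47-OE libraries than in any NC library, on 30 to 53 counts in NC and 79 to 90 in RBM47-OE. The GC offset gave 0.79 (edgeR adjusted p = 0.021, the highest among its alternatives), which argues against GC bias as the whole cause. Sharing of reads with other ZNF genes was not tested for it and stays open, as does an effect of RBM47.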

How the results depend on the processing

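The alternatives were all set before the data were examined. Of 412 comparisons of a main result with an alternative, 316 stayed the same, 12 were weaker, 2 stronger, 65 moved and 17 reversed. For single genes, 1095 of 1159 stayed the same, 55 were weaker, 1 was stronger and 8 reversed. Unless stated otherwise, the cause was not tested.

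The GC offset gave 81 higher and 92 lower DEGs at the study's thresholds, and 992 higher and 1387 lower genes at an adjusted p-value under 0.05. Of the genes of Fig. 3E, Fig. 3F and Fig. 4E, 8, 2 and 4 met the study's thresholds. The list medians became 0.0588 for the TNF and NF-kappaB targets, -0.000328 for core apoptosis, -0.0914 for mitotic and -0.0922 for p53 target genes. Of these 4 lists, the mitotic (limma camera, adjusted p = 0.00687) and p53 target genes (limma camera, adjusted p = 0.0234) now passed as lower. CD44 went to -0.18, MDM2 to -0.16 and ABI1 to -0.10. By construction, rho of the log2 fold changes with GC content fell to -0.00134, and rho with gene length was 0.0858. Adding the replicate block to the GC offset gave 84 higher DEGs, 1016 higher and 1381 lower genes at an adjusted p-value under 0.05, and 9, 2 and 5 genes of the 3 figures. The same lists had medians of 0.0581, -0.00144, -0.0916 and -0.0958, CD44 -0.19, MDM2 -0.16 and ABI1 -0.10, and rho was -0.00202 with GC content and 0.0880 with length.

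The gene length offset left 15 genes of Fig. 4E at the study's thresholds, with list medians of -0.417 for metallothionein (limma camera, adjusted p = 0.0719) and -0.0149 for mitotic genes, CD44 at -0.072, and rho of -0.572 with GC content and -0.00468 with length. Together with the replicate block, these were 15, -0.424, -0.0155, -0.074, -0.573 and -0.00388. The replicate block alone gave 254 higher and 151 lower DEGs. Differences of libraries with one replicate number from their group means had correlations between the groups of -0.0596, -0.0149 and -0.0159. No pairing by number showed in these values. They cannot tell whether libraries with the same number were prepared together.

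Library totals gave 479 higher and 79 lower DEGs and an autophagy median of 0.0555, where the median of all genes tested shifted by 0.0623. An adjusted p-value under 0.01 with the fold change threshold gave 90 lower genes. limma on log2(FPKM + 1) gave 43 higher and 28 lower DEGs, 1586 lower genes at an adjusted p-value under 0.05, 4, 3 and 6 genes of the 3 figures, and an autophagy median of 0.0497, where that of all genes was 0.0290. limma on log2(FPKM + 0.1) gave 344 higher and 114 lower DEGs, and 1599 lower genes at an adjusted p-value under 0.05. It also gave 10 genes of Fig. 3E, an autophagy median of 0.0635 beside 0.0574 for all genes, and rho of -0.590 with GC content and 0.228 with length. DESeq2 on all genes gave rho of -0.305 and 0.104 and a ratio of replicate spread of 1.28, edgeR without a filter -0.306, 0.103 and 1.28, and the filter of at least 10 counts rho of -0.677 and 0.275. The first component held 57.8% of the variance of unscaled log2(FPKM + 1) values and 59.4% for genes with a mean FPKM of at least 1.

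With limma's fry the ZNF list (median 0.166, adjusted p = 0.187) and the metallothionein list (median -0.530, adjusted p = 0.105) no longer passed. With limma's camera and an estimated correlation, the interferon-stimulated list (median -0.276, adjusted p = 0.508), the ciliary and centrosomal list (median 0.308, adjusted p = 0.508), the ZNF list (median 0.166, adjusted p = 0.652) and the metallothionein list (median -0.530, adjusted p = 0.652) did not pass.

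Across the 6 fits that each left out 1 library, higher DEGs ranged from 143 without RBM47-OE replicate 2 to 639 without RBM47-OE replicate 1, and lower DEGs from 121 to 213. Lower genes at an adjusted p-value under 0.05 ranged from 1675 without NC replicate 2 to 3508, genes of Fig. 3E at the study's thresholds from 11 without RBM47-OE replicate 2 to 18, and genes of Fig. 3F from 4 to 9. Correlations of the log2 fold changes across genes ranged from -0.665 to -0.545 with GC content and from 0.230 to 0.276 with length. The first component ranged from 41.4% to 44.1%, and the ratio of spread from 1.12 without RBM47-OE replicate 1 to 2.00. The unequal numbers of libraries by themselves lower this ratio without an RBM47-OE library and raise it without an NC library. List medians ranged from -0.265 to -0.185 for interferon-stimulated, -0.0267 to 0.0386 for core apoptosis, -0.0138 to 0.0591 for autophagy, 0.101 to 0.241 for ZNF and -0.660 to -0.435 for metallothionein genes.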

Differences from the paper's values

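None of the paper's values compared here differed by more than 1.5 times from those of edgeR's main settings, of the principal component analysis of scaled FPKM or of the deposited FPKM, whereas under several alternatives the counts of DEGs and the share of the first component did. DESeq2 on all genes, the tool the paper's methods name, gave the paper's counts of 216 higher and 97 lower DEGs, where edgeR gave 245 and 142. The replicate block with the GC offset also gave 97 lower genes, with 84 higher.

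The paper lists STOX1 in Fig. 3F, and C11orf54, ZNF28, CCDC126, SKIL and TBC1D15 in Fig. 4E as DEGs, and edgeR placed each just under a fold change of 1.5, at log2 fold changes of 0.58. DESeq2 on the filtered genes or on all genes, RLE factors and no filter on low counts each called all 9 genes of Fig. 3F and 30 of Fig. 4E. Fig. 2C draws the p-value axis as FDR, whereas the paper's text gives an unadjusted threshold, and with an adjusted p-value under 0.01 edgeR gave 186 higher and 90 lower genes.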

Other observations

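The tests on the spread between replicates, and that on 3' UTR GC content at a given coding GC content, were chosen only after the results were seen.

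Log2 fold changes fell with exonic GC content, with a Spearman's rho across genes of -0.63, and the slope was steeper in RBM47-OE replicates 2 and 3 (-0.254 and -0.291 log2 per 10 GC points) than in replicate 1 (-0.123). A GC bias between the libraries of the 2 groups may contribute: rho was -0.34 in the 2270 lncRNA genes tested, against -0.52 in 2824 protein-coding genes of the same expression range. Because lncRNA genes are not translated, the value of -0.34 argues against codon content as the whole cause. Binding of RBM47 to AU-rich 3' UTRs as the whole cause would leave little for coding GC content, but at a given 3' UTR GC content rho with coding GC content was -0.328 over 12715 genes. At a given coding GC content, rho with 3' UTR GC content was -0.326, and rho with the U content of the 3' UTR was 0.227. For that part, binding to 3' UTRs and a GC bias over the whole transcript cannot be told apart, since both predict it. An effect of RBM47 that follows GC content across the whole transcript was not tested and stays open.

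The excess of higher over lower DEGs may also follow this trend. The ratio of higher to lower DEGs was 1.73, and 0.880 with the GC offset. With the gene length offset it was 1.84, which argues against length as the cause. The offset would also remove a GC-dependent effect of RBM47, so the test does not separate the 2.

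Of the 10 splits of the 6 libraries into 3 against 3, 1, the real one, gave as many as 387 DEGs, and the others gave 13 to 34. At an adjusted p-value under 0.05 it was again 1 of 10, with 5840 genes against 0 in the others. With 10 splits the share is never under 0.1.

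RBM47-OE libraries lay further apart than NC libraries, with a ratio of median standard deviations of 1.65. The ratio was 1.83 among genes with a mean log2 CPM of at least 2, and the library totals of the groups overlapped, which argues against depth. With the GC trend removed it was 1.36. A GC bias and a varying response to the plasmid cannot be told apart, since removing the trend left part of the difference. RBM47 itself differed little, at 1269, 1262 and 1216 CPM in RBM47-OE replicates 1, 2 and 3.

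Interferon-stimulated genes were lower in RBM47-OE, and removing the GC trend left the list apart from other genes (limma camera, adjusted p = 2.34e-05, where the alternatives ranged up to 0.508). This argues against GC bias as the whole cause. A response to the control plasmid and an effect of RBM47 could both give this pattern and were not tested.

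ASNS rose by 0.71 (edgeR adjusted p = 5.0e-06), and CHAC1, chosen after its value was seen, by 1.49 (edgeR adjusted p = 0.0124) with overlapping groups. An ATF4 amino acid response is a possible explanation. The 41 other ATF4 targets tested went both ways, with 8 higher and 12 lower at an adjusted p-value under 0.05. Their median log2 fold change was -0.112 (limma camera, unadjusted p = 0.128, and limma fry, unadjusted p = 0.344), and -0.0466 with the GC offset (limma camera, unadjusted p = 0.150). The list did not stand apart from other genes, and the explanation stays open.

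Of the lower genes that meet the rule for named genes, BCYRN1 had a log2 fold change of -1.74, SNHG9 of -1.37 and LINC02574 of -1.25. BCYRN1 has many similar copies in the genome, and LINC02574 overlaps the span of IFI6 on the same strand, so their reads are uncertain. Among the lists, the 4 metallothionein genes tested had a median of -0.53 (limma camera, adjusted p = 0.0337), with 3 lower at an adjusted p-value under 0.05 over all genes, with or without the GC offset, and 3 adjusted over the list alone, and the adjusted p was 0.0694 without RBM47-OE replicate 2, 0.0526 without RBM47-OE replicate 3, 0.0719 with the gene length offset and 0.0514 with that offset and the replicate block. They are close paralogs, between which reads could have been shared, which was not tested. The 41 mitotic genes had a median of 0.07 (limma camera, adjusted p = 0.903), and the 35 p53 target genes one of -0.12 (limma camera, adjusted p = 0.275). At an adjusted p-value under 0.05 over all genes, 15 mitotic genes were higher and 12 lower, and 6 p53 target genes were higher and 13 lower. The counts adjusted over the list alone were 16 and 12 for mitotic and 7 and 13 for p53 target genes. Both lists stood lower than other genes with the GC offset, with medians of -0.0914 for mitotic (limma camera, adjusted p = 0.00687) and -0.0922 for p53 target genes (limma camera, adjusted p = 0.0234). In that fit 1 mitotic gene was higher and 12 lower over all genes, and 2 p53 target genes were higher and 6 lower. Over all alternatives the adjusted p ranged up to 0.997 for mitotic and 0.652 for p53 target genes. CD44 changed by 0.03 (edgeR adjusted p = 0.759), MDM2 by 0.15 (edgeR adjusted p = 0.159, and 0.0020 without RBM47-OE replicate 1) and the ABI1 log2 fold change was 0.24 (edgeR adjusted p = 0.0243, and between 0.0642 and 0.116 in the 5 fits that left out any one library other than RBM47-OE replicate 1). All 3 changed sign with the GC offset, where CD44 at -0.18 (edgeR adjusted p = 0.0428) and MDM2 at -0.16 (edgeR adjusted p = 0.0446) were lower and ABI1 was at -0.10 (edgeR adjusted p = 0.328). With the replicate block added to it, the adjusted p was 0.0587 for CD44 and 0.0698 for MDM2 in edgeR, and over all alternatives it ranged up to 0.894 for CD44, 0.692 for MDM2 and 0.406 for ABI1. The GAPDH log2 fold change was -0.26 (edgeR adjusted p = 0.0277). It did not pass with the GC offset (edgeR adjusted p = 0.693), the gene length offset (0.122), the replicate block (0.0629) or the block with either offset (up to 0.771), in both limma fits on FPKM (0.163 and 0.156), or in the 5 fits that left out any one library other than RBM47-OE replicate 1 (up to 0.121).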
